A study of Sordaria macrospora with 16 samples. Its data were reported in "Histone binding of ASF1 is required for fruiting body development but not for genome stability in the filamentous fungus Sordaria macrospora" (2023).

How the data were processed

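Mycelium of *Sordaria macrospora*, a filamentous ascomycete, was analysed by chromatin immunoprecipitation and sequencing in 2 strains, the wild type and Δasf1, a strain without the histone chaperone gene *asf1*. Antibodies against histone H3 and against H3 trimethylated at lysine 27 (H3K27me3) were used, with 2 biological replicates for each strain and antibody. Per the labels, wild-type cultures were grown at 27°C over 2 days and Δasf1 cultures over 3 days, and fixed chromatin was digested with micrococcal nuclease at 230 U/ml for 105 min. Growth time therefore differed together with the strain. The 8 input samples were not used here.

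The authors deposited a list of broad peaks for each of the 8 precipitated libraries. Each list gives the position of a peak, a score, a fold enrichment over the background of the caller (a ratio), and the −log10 of a p-value and of a q-value. The deposited score equalled 10 times the −log10 q, rounded down, in all but at most 1 peak of each list. Peak names in the 4 lists of replicate 1 show that reads had been trimmed with fastp and mapped with bowtie2, whereas names in replicate 2 do not mention these tools. The peak caller, its settings and its use of the input samples are stated neither in the lists nor in the labels. The smallest −log10 q was 2.02 to 2.05 in the 4 lists of replicate 1 and 1.00 to 1.03 in the 4 lists of replicate 2. The authors' cutoff thus differed between replicate numbers, in the same way in both strains, and ratios within each replicate number are given beside those over all libraries. Fold enrichment and significance belong to each peak of its own list and were used only to rank, filter or describe peaks within lists. The lists hold no read counts, so sequencing depth per library is unknown and no counting interval is given.

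Analyses were run with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. Peaks of a library were merged where they overlapped, and covered length was taken from the merged peaks. Positions are those of the lists, counted from 1, in the chromosome-level assembly named Sm_v04_wtN in them (7 chromosomes, 39.4 Mb in the gene table). Genes came from a table of 10804 genes of assembly ASM3387043v1. Because the assembly names differ, the match of coordinates was checked by sliding the peaks along the genes. The share of peak length in genes was highest at an offset of at most 100 bp for 56 of 56 pairs of chromosome and library. The median share was 76.6% without an offset and 59.7% at offsets of 3 to 5 kb. The table gives locus tags but no gene symbols, so the *asf1* locus was not analysed here. It gives no strand either.

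Peak number and covered length were compared between strains as ratios of group means, with an exact two-sided permutation test on the log2 value per library (6 assignments of 4 libraries). Overlap between libraries was measured as the Jaccard index in bp, and the mean within strains minus the mean between strains was set against the 3 ways to part 4 libraries into pairs (exact, one-sided). The smallest p these designs allow is 0.333, so none can reach 0.05. For strain-specific regions, peaks of the 4 libraries of an antibody were merged into regions. A region was specific to a strain when both libraries of that strain and neither of the other had a peak in it. The regions named are, for each antibody and strain, among the 3 specific regions of at least 500 bp with the highest fold enrichment in the weaker of their replicates, and among the 3 longest regions with peaks in all 4 libraries. The genes named are those that the table places in or nearest to these regions. For overlap with H3 peaks, genes and chromosome ends (within 100 kb), peaks shared by both replicates of a strain were set against 1000 random circular shifts within chromosomes. The smallest p of this test is 0.000999 one-sided and 0.002 two-sided. It concerns positions, not replicate libraries, and Benjamini-Hochberg adjustment covered 10 tests. The genome was also scanned in windows of 600 kb, in steps of 50 kb, for the largest excess of Δasf1 over the wild type in the share covered by peaks. The largest excess of the wild type was looked up after the scan had been seen.

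These comparisons, the rule for named regions and most alternatives were chosen before the data were examined. The alternatives were the upper 50% of peaks by −log10 q of each antibody, equal numbers of top peaks, joining peaks within 1 kb, other rules of overlap, other distances and windows, peaks of either replicate, leaving out each library, and a replicate block. Alternatives added after the data had been seen were a common −log10 q of 2.05 for all lists, exclusion of peaks at the rRNA gene array, and genes with 1 kb on either side.

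After the data had been seen, an implied background was calculated for each peak. It is the mean of a Poisson distribution at which the deposited fold enrichment, with 1 added to the signal and to the background, gives the deposited p-value. It assumes a caller that works this way. Values are averages over a broad peak, so the result approximates the depth under the peak in the units of the caller. It was expressed as log2 relative to the median of its list. Steps along chromosomes were sought by piecewise constant fits with at least 10 peaks and a mean of at least 0.4 in size, with values limited to 2. The values given for steps are medians without this limit, which can be smaller than 0.4.

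Calculations were tested on simulated data. Of 200 randomly placed peak sets, 2.5% had p under 0.05 in the shift test, against 100% of 200 sets with 20% of peaks placed in the features. All 200 planted specific regions were recovered. In 20 simulated lists with a block of 500 kb of doubled background, a step of 1.00 ± 0.01 (SD, n = 20 lists) was recovered, the block was found in 20 lists, and no step was called elsewhere.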

Results

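The data set held broad peak lists from 8 chromatin immunoprecipitation libraries of *S. macrospora* mycelium, in 4 groups of 2 biological replicates: H3K27me3 in the wild type, H3K27me3 in Δasf1, H3 in the wild type and H3 in Δasf1. H3K27me3 is a histone mark found in many eukaryotes in silenced chromatin, and H3 shows where nucleosomes were recovered. The lists held 4401 to 6525 peaks, which covered 14.7% to 31.2% of the 39.4 Mb genome. Median peak widths were 913.5 to 1408 bp. The authors' fold enrichment over background was low, with medians per list of 1.28 to 1.43. The median background implied by the deposited fold enrichments and p-values was 99.4 to 151 per list in the units of the caller, and read totals are unknown.

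The first comparison asked whether loss of ASF1 changed how much of the genome was called as enriched. For H3K27me3, lists held 4810 ± 65.1 peaks in the wild type and 6128.5 ± 54.4 in Δasf1 (mean ± SD, n = 2 each). The ratio of Δasf1 to wild type was 1.27 (exact permutation p = 0.333, the smallest the design allows), and the groups did not overlap. Within replicate 1 the ratio was 1.25 and within replicate 2 it was 1.29. Among the alternatives with both replicates, restriction to the upper 50% of peaks moved this ratio most, to 1.18 (1.28 within replicate 1 and 0.813 within replicate 2). H3K27me3 peaks covered 7.08 ± 0.168 Mb in the wild type and 9.28 ± 0.768 Mb in Δasf1 (n = 2 each), a ratio of 1.31 (exact permutation p = 0.333). This ratio was 1.26 within replicate 1 and 1.36 within replicate 2. With equal numbers of top peaks it was 1.12 over all libraries, 1.08 within replicate 1 and 1.16 within replicate 2. At a common q-value cutoff it was 1.15 over all libraries, 1.26 within replicate 1 and 0.995 within replicate 2. Among the upper 50% of peaks it was 0.993 over all libraries, 1.28 within replicate 1 and 0.471 within replicate 2. Under these cutoffs on the q-value, the larger covered length was thus kept in replicate 1 and not in replicate 2.

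For H3, the wild type had 6446 ± 112 peaks and Δasf1 had 5379.5 ± 1384 (n = 2 each). The ratio was 0.835 (exact permutation p = 0.333), but it was 0.999 within replicate 1 and 0.674 within replicate 2. Without Δasf1 replicate 2, which had 4401 peaks, it was 0.986. H3 peaks covered 10.3 ± 2.88 Mb in the wild type and 7.70 ± 2.68 Mb in Δasf1 (n = 2 each), a ratio of 0.751 (exact permutation p = 0.667). The ratio was 1.17 within replicate 1 and 0.473 within replicate 2, and the strain difference in H3 covered length was smaller than the spread between replicates.

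**Figure D1:**
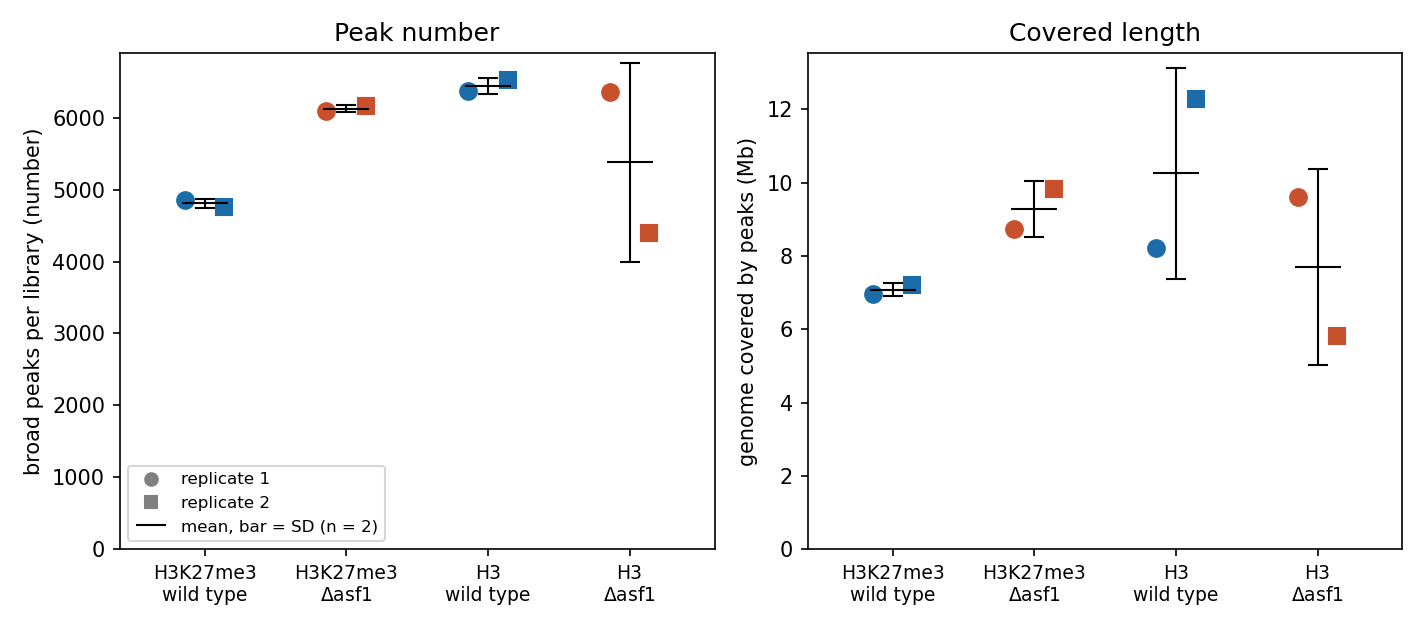
Number of broad peaks (left) and genome length covered by them in Mb (right) for each library, by antibody and strain; points are libraries, horizontal lines are means and bars are the SD (n = 2). H3K27me3 lists of Δasf1 held 6090 and 6167 peaks against 4856 and 4764 in the wild type, whereas H3 lists of Δasf1 lay apart at 6358 and 4401.

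It was then asked whether libraries of the same strain shared more peak positions than libraries of different strains. For H3K27me3 the mean Jaccard index was 32.0% within strains and 28.2% between strains, a difference of 3.77 percentage points (exact permutation p = 0.333, one-sided). Grouping the 4 libraries by replicate number gave a difference of 1.30 points and the crossed grouping gave −5.07 points. The difference was smaller than the SD of the 6 pairs around the mean of their own kind, within or between strains (pooled, 10.1 points). It was −0.981 points among the upper 50% of peaks and 19.3 points without wild type replicate 1. The replicates of H3K27me3 shared 24.9% in the wild type and 39.0% in Δasf1. For H3 the index was 36.5% within strains and 38.7% between strains, a difference of −2.18 points (exact permutation p = 1, one-sided). This difference became 13.8 points without Δasf1 replicate 1.

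The 4 H3K27me3 lists together defined 8127 regions, of which 1823 (22.4%) had a peak in all 4 lists. In all, 602 regions were specific to Δasf1 and 155 to the wild type. For comparison, regions with peaks only in both replicates 1 or only in both replicates 2 numbered 282 and 426, and the crossed pairs gave 133 and 218. With the stricter rule of overlap, which required 50% of a region to be covered in one strain and under 10% in the other, 343 regions were specific to Δasf1 and 94 to the wild type. With equal numbers of top peaks the counts were 331 and 311, and the excess in Δasf1 was largely gone. Leaving out wild type replicate 1 raised the count for Δasf1 to 1864. The 4 H3 lists defined 7728 regions, with 2713 (35.1%) in all 4 lists, 323 specific to the wild type and 82 specific to Δasf1. Other pairs of H3 libraries gave 275 and 190 regions by replicate number, and 77 and 385 for the crossed pairs, so the strain-specific counts lay inside the range of groupings unrelated to strain.

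The Δasf1-specific H3K27me3 regions with the highest enrichment lay on chromosome 1 at 5378604 to 5380492 (authors' fold enrichment 1.59 and 1.64 in the replicates), on chromosome 4 at 1131001 to 1132694 (1.53 and 1.54), and on chromosome 5 at 1856639 to 1857605 (1.68 and 1.48). They overlapped the protein-coding genes SMAC4_01597, SMAC4_06498 and SMAC4_04194, respectively. Under the stricter rule of overlap, 0 of these 3 regions remained specific. Wild-type-specific H3K27me3 regions were found on chromosome 1 at 277900 to 279158 in SMAC4_13005 (1.66 and 1.80) and on chromosome 6 at 621720 to 623319 in SMAC4_05889 (1.73 and 1.59). The third, on chromosome 6 at 4224987 to 4241817 (1.47 and 1.93), was 16831 bp long and held 5 protein-coding genes. Of these 3 regions, 1 remained specific under the stricter rule. The top H3 region specific to Δasf1 was on chromosome 1 at 5945063 to 5946788 in SMAC4_01443 (1.65 and 1.43). The top region specific to the wild type was on chromosome 3 at 1301761 to 1302721 and overlapped no gene, with SMAC4_01824 nearest (1.47 and 1.53). Under the stricter rule, 2 of the 3 leading Δasf1-specific H3 regions and 1 of the 3 wild-type-specific ones remained specific.

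The longest H3K27me3 region with peaks in all 4 lists spanned 105450 bp on chromosome 4, from 516144 to 621593, and included 30 genes. Peaks covered 65.5% and 99.3% of it in the wild type replicates but 17.1% and 28.4% in the Δasf1 replicates. The next, on chromosome 3 from 5306422 to 5399015, was covered to 64.5% and 98.9% in the wild type and to 16.8% and 30.4% in Δasf1. The longest H3 regions lay in the rRNA gene array near the right end of chromosome 2, at 6345224 to 6389930 and 6309680 to 6344104. All 4 H3 lists covered at least 90.6% of both.

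Positions of H3K27me3 peaks were set against those of H3 peaks, genes and chromosome ends. In the wild type, 49.9% of the shared H3K27me3 peak length lay in shared H3 peaks, against 15.6% ± 0.690 (SD) after shifting (permutation p = 0.000999, adjusted p = 0.00285). In Δasf1 the share was 40.7%, against 9.15% ± 0.374 (permutation p = 0.000999, adjusted p = 0.00285). These p-values are the smallest that the shifts can give. Both shares depended on the library left out and reached 81.4% in Δasf1 without H3 replicate 2. Genes, which made up 58.2% of the genome, held 67.8% of the H3K27me3 length in the wild type and 85.0% in Δasf1, and 84.8% and 82.5% of the H3 length (adjusted permutation p = 0.00285 for each against shifted positions). Among the upper 50% of peaks the wild-type H3K27me3 share in genes was 55.5%, below its shifted mean but not distinguishable from it (two-sided permutation p = 0.280). Per library, the share in genes was 69.8% ± 9.93 in the wild type and 79.5% ± 6.03 in Δasf1 (n = 2 each, exact permutation p = 0.667).

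Within 100 kb of chromosome ends, which made up 3.55% of the genome, lay 13.6% of the shared wild-type H3K27me3 length, against 3.69% ± 1.32 (SD) after shifting (permutation p = 0.000999, adjusted p = 0.00285). The share was 2.06% for H3K27me3 in Δasf1 (permutation p = 0.997), 2.59% for H3 in the wild type (p = 0.992) and 3.52% for H3 in Δasf1 (p = 0.428). These p-values are one-sided for a higher share. For H3K27me3 in Δasf1 the share lay below shifted positions (3.48%, two-sided permutation p = 0.00799, not adjusted). The same held for H3 in the wild type (3.52%, two-sided permutation p = 0.0180, not adjusted). Part of the length near ends came from the rRNA gene array. Without it the 4 shares were 11.6% and 0.741% for H3K27me3 and 1.46% and 1.45% for H3, in the wild type and Δasf1, respectively. Per library the H3K27me3 share was 6.03% and 12.5% in the wild type and 1.77% and 2.62% in Δasf1, and the groups did not overlap (exact permutation p = 0.333, the smallest possible). Within replicate numbers the wild-type value was higher both times. Near ends, in the 19 H3K27me3 peaks of wild type replicate 2 that reached at least 10 kb, the implied background was also higher in the wild type (0.41 ± 0.06 on the log2 scale) than in Δasf1 (0.21 ± 0.01; SD, n = 4 lists each, from both antibodies). At the common q-value cutoff the wild-type libraries had 6.04% and 17.8% and the Δasf1 libraries 1.77% and 3.13%.

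**Figure D2:**
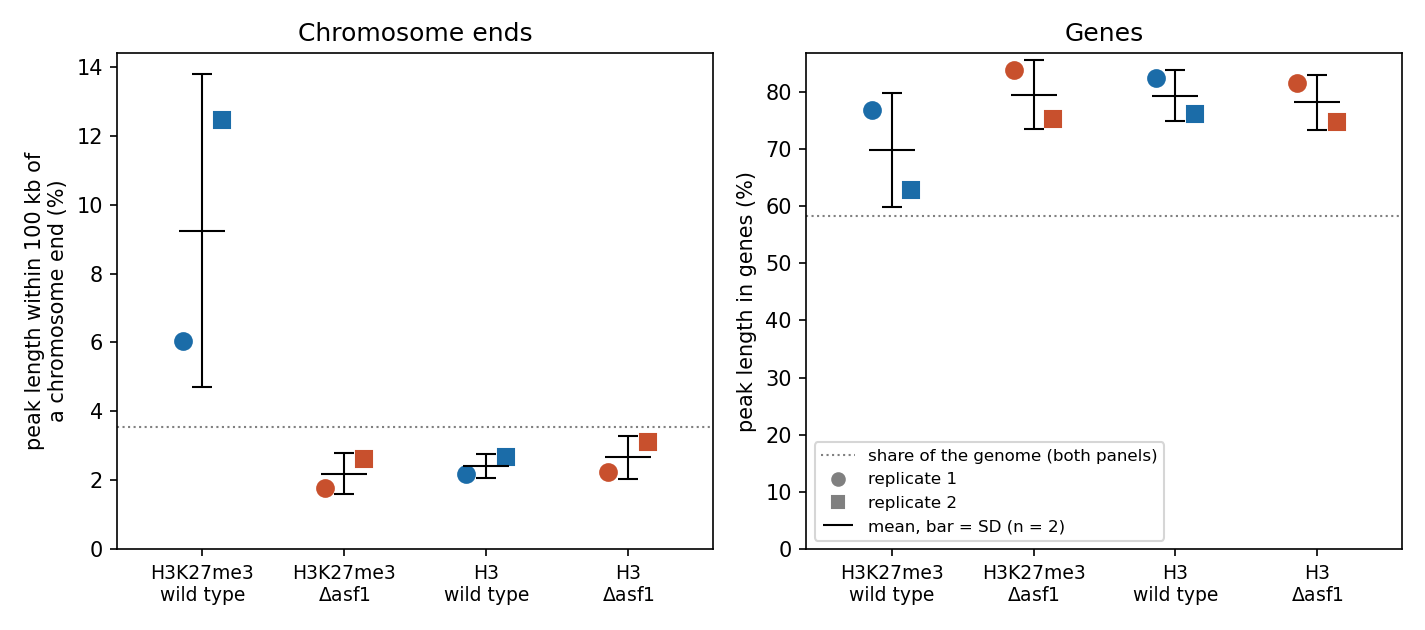
Share of peak length within 100 kb of a chromosome end (left, %) and in genes (right, %) for each library; points are libraries, horizontal lines are means, bars are the SD (n = 2), and dotted lines are the shares of the genome, 3.55% and 58.2%. Both wild-type H3K27me3 libraries (6.03% and 12.5%) lay above the genome share near ends and the other 6 libraries lay below it.

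A scan with windows of 600 kb asked where Δasf1 exceeded the wild type most over a long distance. Among 709 windows, the largest excess of covered share in Δasf1 lay on chromosome 2 at 700001 to 1300000 for both antibodies. H3K27me3 peaks covered 13.9% and 14.9% of this window in the wild type replicates and 41.0% and 41.0% in the Δasf1 replicates. The difference of 26.6 points compares with a replicate SD of 0.488 points and with a mean of 8.16 points over all windows. H3 peaks covered 20.8% and 31.3% in the wild type and 42.8% and 34.7% in Δasf1. This difference of 12.7 points (replicate SD 6.61) stood against a mean of −6.45 points over all windows. It was 7.46 points without wild type replicate 1 and 18.1 points without wild type replicate 2, in windows that overlapped this one. With the libraries paired across strains, the largest differences between the pairs were 15.1 and 10.7 points for H3K27me3. For H3 they were 4.73 and 15.2 points, so 1 of these exceeded the strain difference. Windows of 300 kb moved the H3K27me3 difference most, to 30.6 points, in a window that overlapped the first.

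The opposite direction was examined after the scan had been seen. For H3K27me3, the largest excess of the wild type was larger in size, with a difference of −27.4 points on chromosome 4 at 1 to 600000. Peaks covered 32.2% and 57.6% of this window in the wild type replicates and 15.2% and 19.8% in the Δasf1 replicates (replicate SD 12.9 points). Without wild type replicate 2 the lowest value was −15.0 points and lay on chromosome 5 at 1 to 600000. Most windows at the ends of other chromosomes also had lower shares in Δasf1, to different degrees. The largest were −23.3 points on chromosome 5 at 1 to 600000, −21.1 points on chromosome 2 at 1 to 600000 and −20.9 points on chromosome 3 at 5100001 to 5700000. The last window of chromosome 5 had −3.38 points, and that of chromosome 1, at 8700001 to 9300000, had a higher share in Δasf1 (5.17 points). Because of the fixed steps, the last windows stopped short of the right ends, at 4500000 on chromosome 5 and 4050000 on chromosome 7. Peaks of wild type H3K27me3 replicate 2 at 4525938 to 4538051 and at 4052770 to 4093431, respectively, thus lay outside the scan. For H3, no window had a wild-type excess as large as the excess of Δasf1 on chromosome 2.

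**Figure D3:**
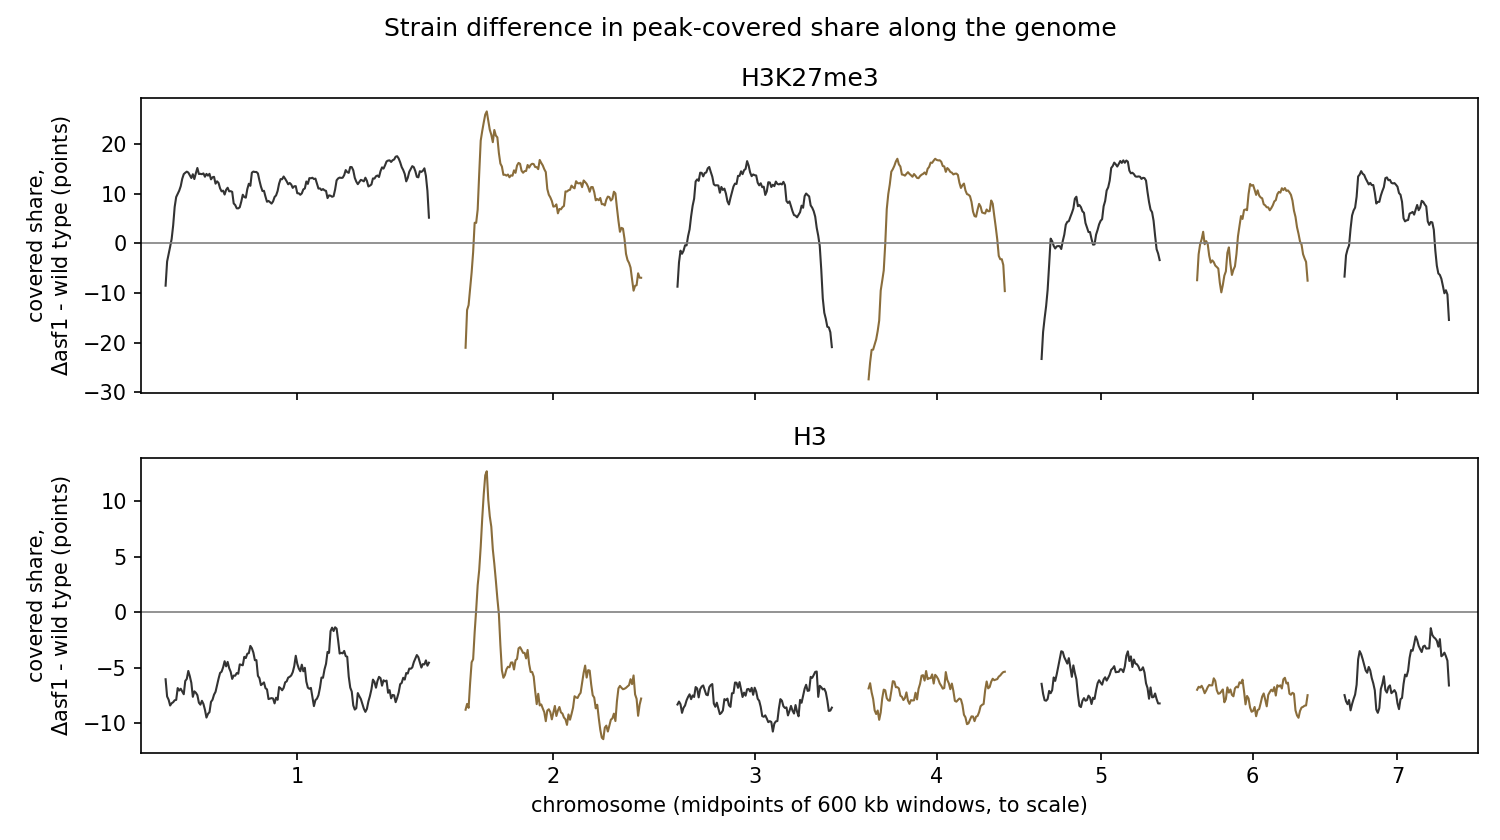
Difference in the share of 600 kb windows covered by peaks, Δasf1 minus wild type in percentage points, along the 7 chromosomes for H3K27me3 (top) and H3 (bottom). For both antibodies the highest value, 26.6 and 12.7 points, lay on chromosome 2 at 700001 to 1300000, and the lowest value for H3K27me3, −27.4 points, lay on chromosome 4 at 1 to 600000.

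The implied background, chosen as a measure after the scan had been seen, showed a step in the chromosome 2 window in all 4 Δasf1 lists. Outside 200 kb from the ends, steps were called in 4 of 4 Δasf1 lists, only on chromosome 2, and in 0 of 4 wild-type lists. Closer to the ends and outside the rRNA gene array, steps with medians of 0.38 to 0.48 were called on chromosomes 2, 3, 4 and 6 in the wild-type H3 lists, 2 in each, and none in the other 6 lists. In the Δasf1 H3 list of replicate 2 the raised parts ran from 687054 to 913394 and from 1077035 to 1261887, and the whole segment measured 574.8 kb. Over these outer parts the median log2 background relative to the list was 0.84 and 0.94 in the Δasf1 H3K27me3 lists and 0.83 and 0.94 in the Δasf1 H3 lists. The mean was 0.89 ± 0.06 in Δasf1 and −0.0027 ± 0.018 in the wild type (SD, n = 4 lists each, from both antibodies). In Δasf1 the SD between antibodies was only 0.0050 in replicate 1 and 0.00058 in replicate 2. The 4 lists may therefore not be independent measurements. The strain difference was 0.90 for H3K27me3 and 0.88 for H3. The internal part, from 913395 to 1077034, was raised in replicate 1 of Δasf1 (0.77 for H3K27me3 and 0.78 for H3) and not in replicate 2 (−0.024 and −0.056).

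**Figure D4:**
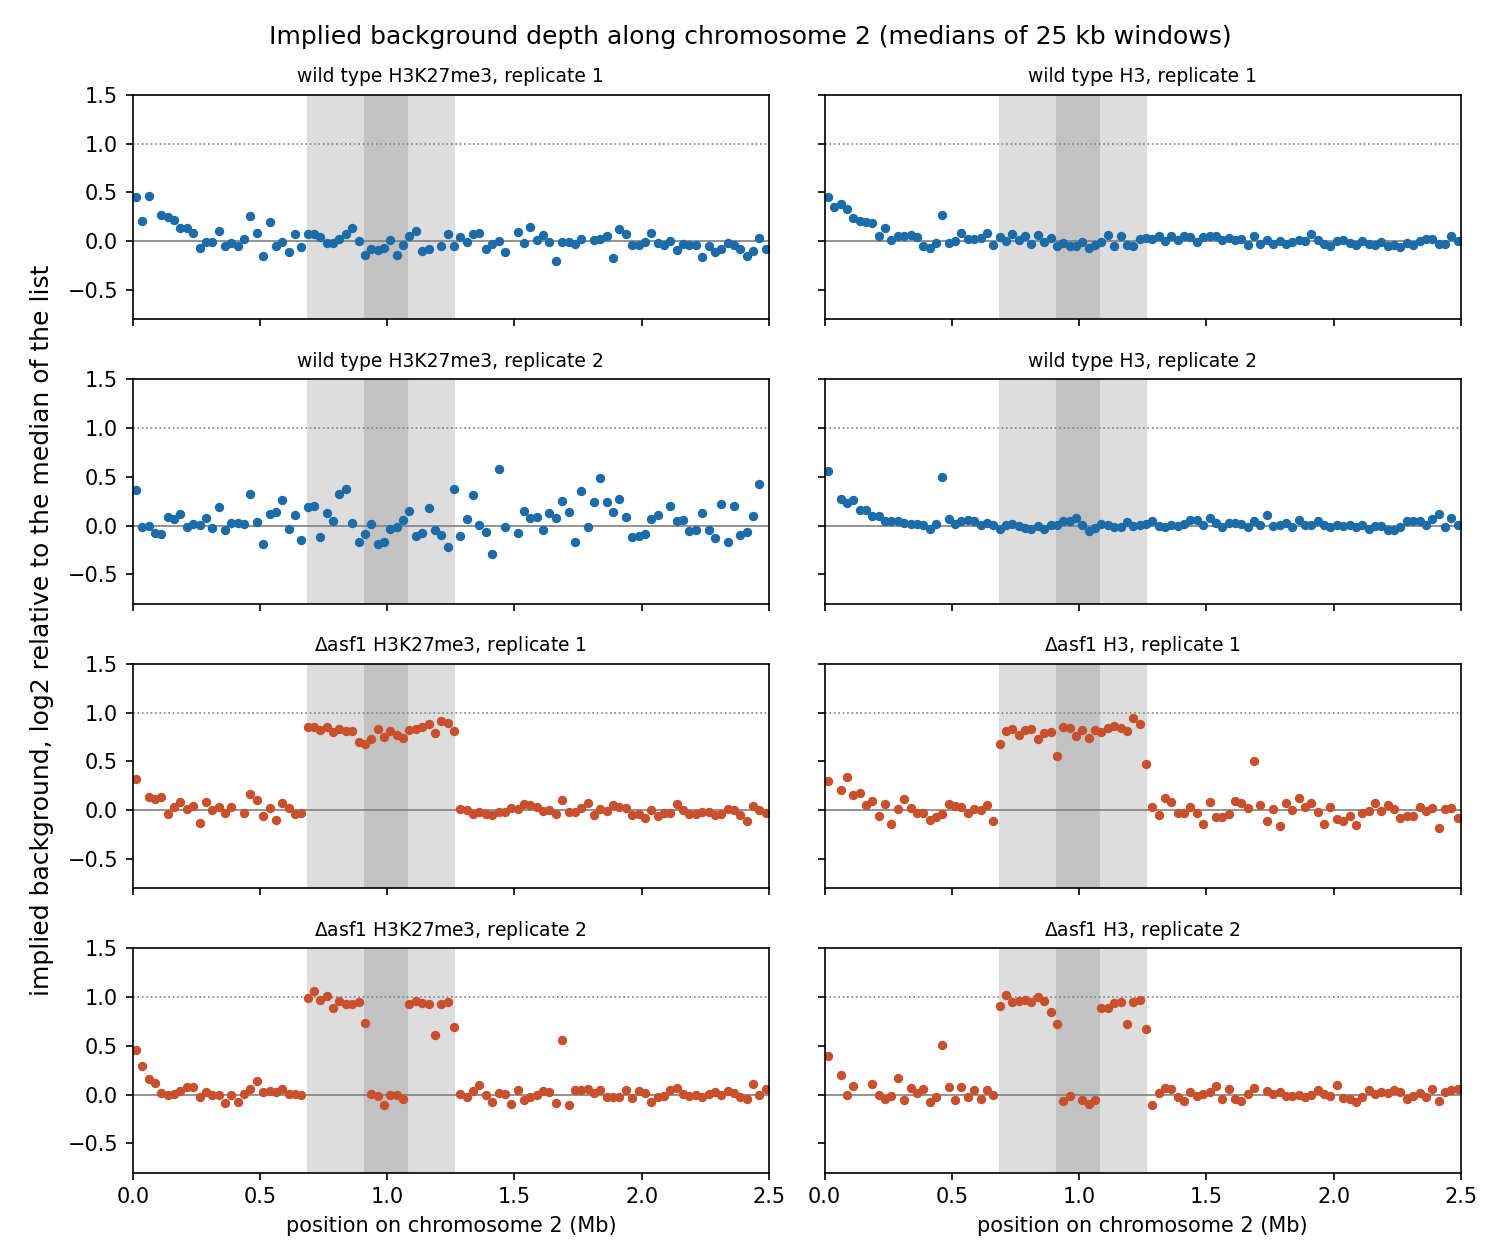
Implied background along the left 2.5 Mb of chromosome 2, as log2 relative to the median of each list, for the 8 libraries; points are medians of the peaks in 25 kb windows, shading marks the segment from 687054 to 1261887 with its internal part darker, and dotted lines mark a doubling. The outer parts are raised in the 4 Δasf1 lists (0.83 to 0.94) and in none of the wild-type lists, and the internal part is raised only in the Δasf1 lists of replicate 1.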

Values the study reported

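The study reported a duplicated segment of 600 kb on chromosome 2 of Δasf1, in which a central stretch was present without an extra copy. By PCR, all 42 tested Δasf1 strains carried it, as did 21 of 69 tested strains with the wild-type *asf1* allele. The initial contigs of its new genome assembly had a total size of 39.4 Mb. By Western blot, the study found significantly more H3K27me3 in Δasf1 than in the wild type. Among strains carrying an *asf1* gene, those with and without the duplication did not differ significantly in this mark. A blot measures the total amount of the mark, whereas the peak lists give enrichment over a background within each list and do not measure that total.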

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

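The common cutoff, the implied background and a single library were tested as explanations only after the result was seen. Peak numbers moved in opposite directions for the antibodies: both Δasf1 libraries had more H3K27me3 peaks than both wild-type libraries, and both had fewer H3 peaks. The log2 ratio of Δasf1 to wild type was 0.61 higher for H3K27me3 than for H3. This difference itself was not tested. A cutoff that differed between replicate numbers was weighed first. At a common cutoff the H3K27me3 ratio was 1.21 and the H3 ratio 0.806, so both directions stayed. The different cutoffs alone do not account for these directions. The groups overlapped, however, with 6088 and 2575 H3K27me3 peaks in Δasf1 and 4854 and 2287 in the wild type (exact permutation p = 0.667). At this cutoff the H3K27me3 ratio was 1.25 within replicate 1 and 1.13 within replicate 2, and the H3 ratio 0.998 and 0.418. A deeper background in the Δasf1 H3K27me3 lists would favour more calls there. The ratio of mean implied background, Δasf1 to wild type, was 0.873, but it was 0.751 within replicate 1 and 1.03 within replicate 2. The lower mean rested on wild type replicate 1, and a difference in depth was neither shown nor excluded. The H3 side rested on 1 library. Without Δasf1 H3 replicate 2, which had 4401 peaks and the lowest implied background of the 8 lists (99.4), the H3 ratio was 0.986, and within replicate 1 it was 0.999. Fewer H3 peaks in Δasf1 may therefore reflect the quality or depth of that library and not the strain. For H3K27me3, a difference in the efficiency of precipitation was not measured by these lists, and the absence of ASF1 and the longer growth of Δasf1 remain open and untested.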

How the results depend on the processing

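Results under a common q-value cutoff, without the rRNA gene array and with genes extended by 1 kb on either side come from alternatives chosen only after the data were seen, as do all tests of the implied background and of the window with the largest wild-type excess. The extension upstream of genes that had been foreseen was not run, because the gene table gives no strand. Apart from leaving out libraries, the alternatives gave 123 values with the same direction and call, 24 that moved, 10 that reversed and 2 that passed the threshold of the test in the same direction. Of the 10 that reversed, 2 also passed the threshold, 1 was no longer past it and 7 did not cross it. The exact tests of 4 libraries cannot pass 0.05, so their p-values say nothing about stability.

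With the upper 50% of peaks, the covered length ratio reversed to 0.993 for H3K27me3 and 1.06 for H3, and the overlap difference of H3K27me3 reversed to −0.981 points. The share in genes of wild-type H3K27me3 fell to 55.5%, below the shifted mean but not distinguishable from it (two-sided permutation p = 0.280). Shares near chromosome ends rose from below to above shifted positions for wild-type H3 (9.87%) and Δasf1 H3K27me3 (8.26%). That of Δasf1 H3, already slightly above its shifted mean, rose further (20.2%). This set kept few peaks of replicate 2 (407 for Δasf1 H3). At the common cutoff the share near ends reversed to 3.80% for wild-type H3 and rose to 7.02% for Δasf1 H3, past the threshold. The share for Δasf1 H3 reversed to 1.45% without the rRNA gene array, 2.27% with peaks of either replicate and 4.75% at 200 kb. The array lies near a chromosome end, and its removal accounts for the first of these. The cause of the other changes was not tested, and the upper 50% of peaks was not examined without the array. Δasf1 H3 replicate 2, whose highest −log10 q lay in the array, covered 5.81 Mb with the array and 5.73 Mb without it. In the upper 50% of peaks this list covered only 0.620 Mb, so the array may account for part of the shares there. The share near ends of wild-type H3K27me3 stayed above shifted positions under every alternative with both replicates, from 8.24% with peaks of either replicate to 25.5% in the upper 50% of peaks, and so did the overlap of H3K27me3 with H3 in both strains.

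Counts of specific regions moved under several alternatives. For H3K27me3 in Δasf1 (602 regions) they were 136 in the upper 50% of peaks, 331 with equal peak numbers, 299 at the common cutoff and 343 under the stricter rule of overlap. For the wild type (155) they were 311 with equal numbers and 94 under the stricter rule. For H3 in Δasf1 (82) the same 4 alternatives gave 18, 188, 42 and 49, and for H3 in the wild type (323) they gave 60, 205, 164 and 200. More H3K27me3 regions specific to Δasf1 than to the wild type were found under each alternative except the upper 50% of peaks, where 136 compared with 143. Joining peaks within 1 kb left 1 of the 3 named wild-type H3K27me3 regions specific.

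The H3K27me3 difference of the 600 kb window moved to 23.2 points in the upper 50% of peaks, 24.6 with equal numbers, 24.6 at the common cutoff and 30.6 with 300 kb windows. All windows of Δasf1 excess found, for both antibodies and under every alternative, overlapped the first. The largest wild-type excess of H3K27me3 moved from chromosome 4 to chromosome 5 with 300 kb windows (−49.2 points). The strain difference in implied background moved to 0.84 for H3K27me3 when means replaced medians.

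With the replicate number as a block (paired libraries), the ratios were 1.27 and 1.31 for H3K27me3 number and length, and 0.821 and 0.743 for H3. The same number given to libraries need not mean the same culture. Across 3941 bins of 10 kb, which are not independent replicates, the difference between replicates 1 and 2 in the wild type correlated only weakly with that in Δasf1 (Pearson's r 0.164 for H3K27me3 and 0.0402 for H3).

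Leaving out each library in turn gave H3 number ratios from 0.683 to 0.986. Overlap differences ranged from −3.80 to 19.3 points for H3K27me3 and from −9.82 to 13.8 for H3, so their sign depended on single libraries. Specific regions of H3K27me3 ranged from 1046 to 1864 in Δasf1 and from 388 to 1082 in the wild type, and those of H3 from 221 to 495 and from 503 to 1770, since fewer libraries had to lack or hold a peak. The overlap of H3K27me3 with H3 ranged from 28.1% to 69.9% in the wild type and from 27.1% to 81.4% in Δasf1. The window difference of Δasf1 excess ranged from 26.1 to 27.1 points for H3K27me3 and from 7.46 to 18.1 for H3, and that of wild-type excess from −40.1 to −15.0 for H3K27me3. Near ends, the wild-type H3K27me3 share ranged from 6.03% to 12.5%, that of wild-type H3 from 2.17% to 2.66% and that of Δasf1 H3 from 2.23% to 3.11%. In genes, wild-type H3 ranged from 76.2% to 82.4%, Δasf1 H3K27me3 from 75.2% to 83.7% and Δasf1 H3 from 74.7% to 81.6%. Of the values without 1 library, 52 were the same within the spread or limit set for each result and 32 moved. Without read counts, weak enrichment cannot be separated from low depth.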

Other observations

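Most tests in this part were chosen only after the result was seen, namely those of the chromosome 2 segment except the search for similar windows elsewhere, those of wide peaks except loss of the mark and longer growth, and that of the rRNA gene array. The tests named as exceptions, and those of Δasf1-specific regions, were set out before their values were seen.

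The window with the largest excess of Δasf1 held a step in implied background in the 4 Δasf1 lists, of both antibodies, with a mean of 0.89 on the log2 scale over the outer parts. A doubling of the template gives a step of 1. A sequence or mapping property of the segment would raise the wild-type lists too, but their largest absolute step was 0.029. Extra copies of the segment in Δasf1 are a candidate explanation that would raise depth, and with it the number of calls, for both antibodies. The larger covered share of H3K27me3 in this window would then not show more methylation per nucleosome. The study described a duplication in this mutant by other methods. The step was somewhat smaller in replicate 1 (0.84 and 0.83) than in replicate 2 (0.94 and 0.94). A loss of signal at deep positions in replicate 1 cannot be told apart from other causes of this: at the much deeper rRNA gene array the replicates of Δasf1 differed by −0.023 and −0.085, whereas those of the wild type differed by 0.11 and −0.26.

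The internal part of the segment, 163.6 kb long, separated the Δasf1 replicates. It was higher in replicate 1 by 0.79 for H3K27me3 and by 0.84 for H3. Processing that differed between replicate numbers would act on the wild type as well, where the largest absolute difference was 0.052. Among 760 and 759 other windows of this length with at least 5 peaks, for H3K27me3 and H3, 0 differed as much between the Δasf1 replicates, and the largest difference was 0.66. Wild-type DNA mixed into replicate 2 would lower the outer parts as well, but their smaller step there was 0.94. Both antibodies gave the same picture, with the internal part near 0 in replicate 2 and near the outer parts in replicate 1 (smaller difference 0.79). The Δasf1 cultures may thus have carried different forms of the extra copy, with and without its internal part. This is a hypothesis found and tested on the same lists. The internal part was bounded by the raised parts of Δasf1 H3 replicate 2, so its low value in that list followed from this choice. The outer steps of the antibodies were almost equal within each replicate number of Δasf1. Agreement between antibodies may therefore not be independent evidence. The study had described the form without the middle region, and the form with it rests on the lists of replicate 1. The labels do not say whether cultures came from one isolate, and an exchange of samples with an unrelated strain was not tested.

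Wild-type H3K27me3 replicate 2 held 49 peaks of at least 10 kb outside the rRNA gene array, 1.29 Mb in all, with a median length of 20.4 kb and a longest of 104.8 kb. Only 40.2% of their length lay in genes and 45.9% lay within 100 kb of a chromosome end. Wild-type replicate 1 covered 50.9% of this length, against 18.3% ± 2.43 (SD) for shifted positions (permutation p = 0.000999, the smallest possible, and 0.00175 after adjustment over 42 tests). This argues against noise in a single list. It does not exclude merging, since wild-type replicate 1 held 220 separate peaks at these positions. Δasf1 replicate 2, called at the same lower cutoff, covered 23.5% (shifted 24.6% ± 2.00) and Δasf1 replicate 1 covered 12.9% (shifted 22.1% ± 2.18), so the cutoff does not account for these peaks. Replicate 1 of the wild type covered more of the peak than both Δasf1 lists in 42 of 49 cases.

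These peaks were split by place. For the 30 away from ends, wild-type H3K27me3 replicate 1 covered 54.1% (shifted 18.6% ± 3.14, SD), the Δasf1 H3K27me3 lists 18.7% and 26.2%, and the H3 lists no more than shifted positions beyond the spread (highest ratio 1.02). The implied background there was near that of the whole list in both strains (mean 0.025 in the wild type and 0.0087 in Δasf1). Dense nucleosomes or favourable mapping thus do not account for those 30. For the 19 within 100 kb of an end, wild-type replicate 1 covered 47.0% (shifted 18.0% ± 3.17) and the Δasf1 H3K27me3 lists 5.96% and 20.4%. Near ends, however, the implied background in the wide peaks was raised by 0.41 ± 0.06 in the wild type and by 0.21 ± 0.01 in Δasf1 (log2, SD, n = 4 lists each, from both antibodies). Depth enters signal and background alike, and the much deeper rRNA gene array had an ordinary fold enrichment in the same list (median 1.26, highest 1.33). The 19 wide peaks had a median fold enrichment of 2.11 and a highest of 2.74, each lay above the highest of the array, and the median of the whole list was 1.32. Peaks of the wild-type H3 lists at these positions, which shared the higher background, had medians of 1.34 and 1.27, below those of their lists (1.41 and 1.28). Deeper coverage of chromosome ends in the wild type thus does not by itself account for the 19 wide peaks of replicate 2. In wild-type H3K27me3 replicate 1 the median at these positions was 1.38, near that of its list (1.37), and depth may have added to the calls there. The wild-type H3 lists covered 11.0% (shifted 20.5% ± 2.57, SD) and 27.2% (shifted 30.4% ± 2.97) of these 19 peaks. In those 2 lists the higher background thus did not come with more covered length.

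The reverse view depended on the length of the peaks. The 11 peaks of at least 10 kb in wild-type replicate 1 lay to 44.8% in genes. Wild-type replicate 2 covered 92.3% of their length, and the Δasf1 replicates covered 25.1% (permutation p = 0.289, adjusted p = 0.418) and 34.0% (permutation p = 0.031, adjusted p = 0.050). The H3 lists covered 26.1% to 50.8% of it, above the shifted mean each time. The 95 peaks of at least 5 kb in wild-type replicate 1 were covered to 73.5% by wild-type replicate 2 and, also above shifted positions, to 42.4% and 49.9% by Δasf1 and to between 33.8% and 63.1% by the H3 lists (permutation p = 0.000999 for each). Of this length 59.0% lay in genes. In Δasf1, the 110 and 153 peaks of at least 5 kb lay to 82.8% and 76.5% in genes and to 0% and 2.85% near ends.

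A weaker or less specific H3K27me3 precipitation in Δasf1 is a possible explanation for the missing wide peaks. The Δasf1 H3K27me3 lists had a mean Jaccard index of 40.8% with the 4 H3 lists, against 28.2% for the wild type. By list, the index was 44.0% and 37.7% in Δasf1 and 36.5% and 19.8% in the wild type, so wild-type replicate 1 came close to Δasf1 replicate 2. The order of these 2 lists was not kept at the common q-value cutoff. There, wild-type replicate 1 had 41.8% and 14.5% with the Δasf1 H3 lists and 40.6% and 31.9% with the wild-type H3 lists. Δasf1 replicate 2 had 27.5% and 18.7%, and 27.0% and 27.6%, respectively. A loss of the mark from these positions cannot be told apart from weak precipitation. Only 25 of 602 Δasf1-specific regions (4.15%) had no peak in any H3 list, against 33 of 155 (21.3%) of the wild-type-specific regions. The Δasf1-specific regions thus hold few positions that would show the precipitation to have worked apart from H3. Δasf1 peaks shared with a wild-type H3K27me3 list were not examined in this way. The longer growth of Δasf1 cannot be told apart from the strain, since 0 wild-type libraries were grown as long.

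The 602 Δasf1-specific H3K27me3 regions were examined for both sources. In the chromosome 2 segment lay 16 of them (2.66%, against 1.35% of all H3K27me3 regions), and 0 of the 155 wild-type-specific ones, so extra copies account for few at most. Peaks in both H3 lists of the wild type or of Δasf1 were present at 66.9% of the Δasf1-specific regions, and at 37.4% of the wild-type-specific regions. Of the 602 regions, 358 had peaks in both wild-type H3 lists and 194 in both Δasf1 H3 lists. Of the 155 regions, 46 and 21 did. The overlap with H3 thus rested more on the wild-type H3 lists than on those of Δasf1. Many H3K27me3 calls specific to Δasf1 thus lay where H3 was enriched as well. Enrichment of H3 in the wild type does not by itself explain why the wild-type H3K27me3 lists had no peak there. A gain of the mark at these positions was neither shown nor excluded.

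In 7 of 8 lists the highest −log10 q belonged to the rRNA gene array (48.1 to 269 over the 8 lists). In wild-type H3K27me3 replicate 2 it lay elsewhere (62.7). Median fold enrichment of the array, 1.26 to 1.46, was ordinary, since medians of whole lists were 1.28 to 1.43. The implied background there was at least 3.87 above the median of the list on the log2 scale, 14.7 to 19.6 times as high. These values are consistent with a high copy number of the array in the cells relative to the assembly as the source of the significance. No biological difference between strains was tested for the array.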
